A study of Mus musculus with 2 samples. Its data were reported in "N(6)-methyladenosine methylation-regulated polo-like kinase 1 cell cycle homeostasis as a potential target of radiotherapy in pancreatic adenocarcinoma" (2022).

How the data were processed

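Single-cell RNA of pancreatic tumours was measured in 2 libraries, 1 from EL1 mice and 1 from WTg mice, both at 6 weeks of age. EL1 mice carry the SV40 T antigen and luciferase under the elastase I promoter. WTg mice carry in addition a Mettl3 open reading frame under the ubiquitous CAG promoter. The number and sex of the animals behind each library are not stated. The Mettl3 transgene was made in C57BL/6 mice and EL1 is an FVB/N line, so strain background differs together with the transgene.

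The values are UMI counts per gene and barcode, which the authors made with Cell Ranger 6.0.2, as the header of the matrix gives it, from 10x Chromium 3′ libraries. The deposited matrix lists 32285 genes for 1621 barcodes of EL1 and 1488 of WTg. The genome build and whether intronic reads were counted are not stated. Each sample also has a deposited dense table of counts, with 1471 barcodes of EL1 and 1346 of WTg. Every value compared between the table and the matrix was equal (100% of values over 19645 genes of EL1 and 19793 of WTg whose symbol occurs once). A rule of more than 200 and fewer than 10000 genes per barcode gave the table's barcodes without exception in both libraries, and barcodes with up to 92.1% mitochondrial UMIs stayed in it. The sparse matrix was used for all results and the dense table as an alternative.

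Barcodes were kept with at least 500 genes, at least 1000 UMIs and at most 20% mitochondrial UMIs, which left 1113 cells of EL1 and 905 of WTg. Scrublet, in scanpy 1.11.5 with an expected rate of 2%, called 2 doublets in EL1 and 3 in WTg. These were kept in the main setting and removed in an alternative. Counts were scaled to 10000 per cell and log-transformed, and 2000 variable genes, 30 principal components and 15 neighbours went into Leiden clustering at resolution 1 (leidenalg 0.10.2). Mettl3, Plk1, the 43 S genes and the 54 G2/M genes of Seurat 5.3.0 (R 4.3.3) were left out of clustering. No correction between libraries was made. Clusters were named from marker lists fixed before the data were examined. A marker counted when its level was raised by a log2 fold of at least 1 over all other cells, after adding 10 CPM, and at least 10% of the cluster's cells had it. A name needed at least 3 such markers, more than any other class, and at least 1 marker among the cluster's top 10 genes with no other class having more. The naming thresholds were set after the clusters had been seen.

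With 1 library per group there is no test of any difference, and no p-value or count of changed genes was made. Values are sums of UMIs over cells, given as CPM over all UMIs of the same cells, with exact Poisson intervals for sums, exact conditional binomial intervals for ratios and exact Clopper-Pearson intervals for shares, at 95%. These intervals cover counting error only. The spread between animals is not known. Where a library had 0 UMIs, 3 counts were put in its place and the ratio is a bound. In the kept cells, 3 counts correspond to 0.0790 CPM in EL1 and 0.0909 CPM in WTg. A gene list was described by its median log2 ratio over genes with at least 10 UMIs and by the percentile of that median among 10000 random lists of the same size matched on level in 20 bins. Its counting interval came from 1000 Poisson draws. Shares of cells with a UMI and cell cycle phases were taken after thinning each cell to 2000 UMIs. Phases came from scanpy scores of the same S and G2/M lists, against all other genes of 25 level bins. An earlier version of the phase scores with randomly drawn control genes was replaced after its shares had been seen to move by chance. A class with fewer than 20 cells in a library gave no value.

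The genes given by name were fixed before the data were examined: Mettl3, Plk1, genes of m6A and of the cell cycle and cytokines from the study's question, sex and blood genes, and genes chosen by size. By size, these were the 5 highest and the 5 lowest log2 ratios among genes with at least 200 UMIs over both libraries whose direction was the same in CPM, under TMM scaling and with each cell weighted equally, and the 3 highest and 3 lowest in the neuroendocrine-like class. Coordinates are from GENCODE M21 (GRCm38), matched on Ensembl gene ID (32235 of 32285 IDs). They may differ from the authors' build. The alternatives were other cell filters, doublets removed, other scalings, other clusterings, other list filters and other depths. A further alternative, which also left genes that follow the cell cycle lists out of clustering (a correlation over 0.2 with the summed lists in both libraries, in at least 2% of cells, 837 genes with the lists), was chosen after seeing the data. Ratios, intervals, TMM scaling and list percentiles were tested on simulated data for the comparison of all cells, over 11052 genes of which 200 were changed by 2 on the log2 scale. Of these, 198 came back within 0.5 and with the right sign, and 95.2% of intervals held the true value. Of 100 lists of unchanged genes, 96 had percentiles between 2.5 and 97.5. The simulated sums were independent Poisson counts per gene and library, without single cells and without genes that vary together. The simulation therefore cannot tell how intervals and percentiles hold where UMIs lie in few cells or where list genes rise together.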

Results

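Pancreatic tumours of EL1 mice, which develop tumours from the SV40 T antigen in acinar cells, were compared with those of WTg mice, which carry a Mettl3 transgene in addition. Each group had 1 library of single cells, so no value has a replicate and no difference was tested. The EL1 library held 1621 barcodes with 39171674 UMIs and a median of 17047 UMIs per barcode. The WTg library held 1488 barcodes with 34871992 UMIs and a median of 8886.5 UMIs per barcode. Over 20% mitochondrial UMIs were found in 24.2% of EL1 barcodes and 29.6% of WTg barcodes. After filtering, the median was 26543 UMIs in 1113 cells of EL1 and 34836 UMIs in 905 cells of WTg.

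Mettl3 (ENSMUSG00000022160, chromosome 14, 52294841 to 52305128, GRCm38) was the check on the labels. It had 575 UMIs in EL1, or 15.1 CPM (13.9 to 16.4), and 2201 UMIs in WTg, or 66.7 CPM (63.9 to 69.5). The log2 ratio of WTg over EL1 was 2.14 (2.01 to 2.27). Of the alternatives, TMM scaling moved this ratio most, to 2.25. After thinning to 2000 UMIs, a Mettl3 UMI was found in 3.14% of 1051 EL1 cells (2.17 to 4.38) and in 12.7% of 836 WTg cells (10.5 to 15.1), with 62 and 69 shallower cells left out. Without thinning, the shares were 35.1% and 68.8%. In neutrophil-, T or NK- and B-like cells together, 0 of 22 thinned cells of EL1, which allows up to 15.4%, and 3 of 25 of WTg had a Mettl3 UMI. The annotated gene overlaps Tox4, on the opposite strand, by 1561 bases, and whether counting used strand is not stated in the labels. Tox4 itself had 47.4 CPM in EL1 and 41.9 CPM in WTg. The transgene holds the open reading frame only, and how fully 3′ counting sees its transcripts is not known.

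Clustering gave 18 clusters, of which 9 received a name, in 7 classes. In 10 clusters, holding 77.7% of the 2018 cells, at least 90% of the cells came from 1 library, and such a cluster may stand for a library and not for a cell type. The neuroendocrine-like class was made of cluster 3, with 241 EL1 cells and 4 WTg cells, and cluster 4, with 22 and 206. It held 23.6% of EL1 cells (21.2 to 26.2) and 23.2% of WTg cells (20.5 to 26.1). The macrophage-like class held 27 EL1 cells, 2.43% (1.60 to 3.51), and 38 WTg cells, 4.20% (2.99 to 5.72). The share of neuroendocrine-like cells moved most with all deposited barcodes, to 16.3% in EL1 and 0.538% in WTg. There only 1 cluster had the name, with 264 of 1621 barcodes of EL1 and 8 of 1488 of WTg. The EL1 class of 263 cells in the main setting thus hardly changed in number. Unnamed clusters held 67.7% of EL1 cells and 50.6% of WTg cells. Among them, cluster 5, whose best class was neuroendocrine with 1 raised marker, held 13.8% of EL1 cells and 0.110% of WTg cells.

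Within the neuroendocrine-like class, Mettl3 had 14.6 CPM (12.1 to 17.5) in EL1 and 69.7 CPM (64.2 to 75.6) in WTg, a log2 ratio of 2.26 (1.97 to 2.56). In the macrophage-like class it had 4 UMIs, or 8.06 CPM (2.20 to 20.6), in EL1 and 16 UMIs, or 16.5 CPM (9.45 to 26.8), in WTg. The log2 ratio there, 1.04, had an interval of -0.60 to 3.08, so a difference was not detectable at this depth. After thinning, 0 of 24 macrophage-like cells of EL1, which allows a share of up to 14.2%, and 2.86% of 35 such cells of WTg had a Mettl3 UMI, at unthinned medians of 20637.5 and 28559 UMIs. The rise was not seen in every cluster shared by both libraries. In the unnamed cluster 14, 30 EL1 cells had 22 Mettl3 UMIs, or 22.4 CPM, and 13 WTg cells had 5, or 11.8 CPM. In the acinar-like cluster 9, EL1 had 5 UMIs, or 21.7 CPM, and WTg had 3, or 8.47 CPM. The counting intervals of the libraries overlapped in both clusters. The unnamed clusters 6 and 11 went the other way, with 43.05 and 13.1 CPM in EL1 and 254 and 103 CPM in WTg.

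**Figure D1:**
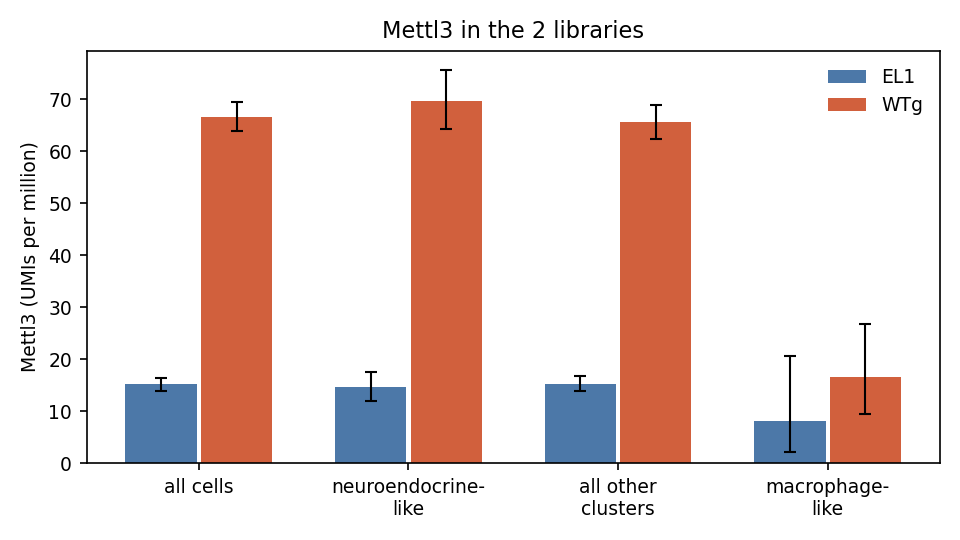
Mettl3 in CPM (vertical axis) in EL1 and WTg, for all cells, the neuroendocrine-like class, all other clusters and the macrophage-like class. Bars are 1 library each and lines are 95% exact Poisson intervals of counting error. WTg stood at 66.7 over all cells and EL1 at 15.1.

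The study asked whether Plk1 (ENSMUSG00000030867, chromosome 7, 122159439 to 122169873, GRCm38) rose with Mettl3 in the cells it took for cancer cells. Its cluster labels per cell were not available here, and no match through its differentially expressed genes was tried. Its cancer cluster was therefore not matched to any cluster or class given below. The gene overlaps Gm44985, on the opposite strand, by 1016 bases. Over all cells, Plk1 had 289 UMIs, or 7.61 CPM (6.76 to 8.54), in EL1 and 221 UMIs, or 6.70 CPM (5.84 to 7.64), in WTg. The log2 ratio was -0.19 (-0.44 to 0.07), so no difference was detectable at this depth. Weighting each cell equally moved it most, to -0.41. After thinning, 0.666% of EL1 cells (0.268 to 1.37) and 0.598% of WTg cells (0.194 to 1.39) had a Plk1 UMI, against 8.81% and 8.95% without thinning. In neutrophil-, T or NK- and B-like cells, taken as a background, no cell had a Plk1 UMI after thinning, of 22 in EL1, which allows up to 15.4%, and 25 in WTg. Their unthinned medians were 3430 and 5134 UMIs, against 28320 and 36521 in all thinned cells.

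In the neuroendocrine-like class, Plk1 had 1 UMI in EL1, or 0.126 CPM (0.00318 to 0.701), and 39 UMIs in WTg, or 4.61 CPM (3.28 to 6.30). The log2 ratio was 5.20, with a counting interval of 2.63 to 10.54. The 39 UMIs lay in 12 of 210 WTg cells. After thinning, 0 of 259 EL1 cells of the class, which allows up to 1.41%, had a Plk1 UMI. In WTg, 1 of 209 did, or 0.478% (0.0121 to 2.64), so thinned shares showed no detectable difference. In WTg, 3 cells with over 10000 genes held 24 of the 39 UMIs. Without these cells and 1 such cell of EL1, the log2 ratio was 3.86 (1.16 to 9.26). Of the 289 Plk1 UMIs of EL1, 174 lay in cluster 8 and 95 in cluster 10, both unnamed, and 141 of the 221 of WTg lay in the unnamed cluster 13. Cluster 8 held 96 EL1 cells and 7 WTg cells, cluster 10 76 and 0, and cluster 13 1 and 58. With genes that follow the cell cycle lists also left out of clustering, an alternative chosen after seeing the data, the neuroendocrine-like class had 58 Plk1 UMIs in 299 EL1 cells, or 5.89 CPM, and 61 in 231 WTg cells, or 6.35 CPM. The log2 ratio was then 0.11 (-0.43 to 0.65). In the main clustering, Plk1 in all clusters other than the neuroendocrine-like ones was lower in WTg, with 9.60 CPM in EL1 and 7.41 CPM in WTg, a log2 ratio of -0.37 (-0.65 to -0.10). The acinar-like class had 5 UMIs in 30 EL1 cells and 10 UMIs in 171 WTg cells, a log2 ratio of -3.13 (-4.82 to -1.23), at medians of 4001.5 and 22569 UMIs per cell. All 5 EL1 UMIs lay in 29 cells of cluster 9. In 2 unnamed clusters the best class was acinar, with 2 raised markers each, and Plk1 went the other way. Cluster 1 had 0.157 CPM over 295 EL1 cells and cluster 2 had 1.22 CPM over 270 WTg cells. The acinar-like ratio therefore depends on which clusters were named.

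**Figure D2:**
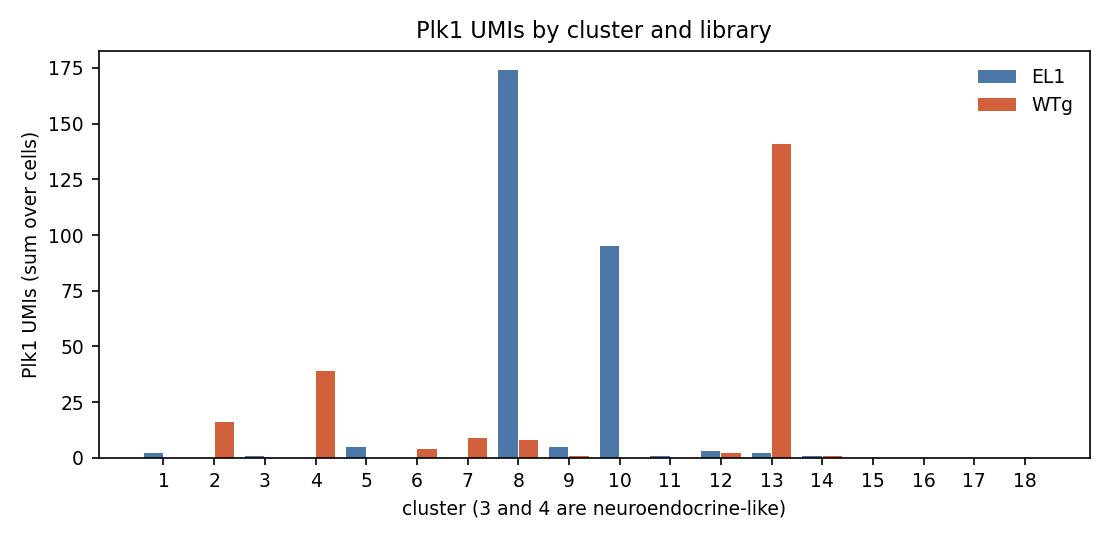
Sum of Plk1 UMIs (vertical axis) in each of the 18 clusters (horizontal axis), for EL1 and WTg. Most EL1 UMIs lay in clusters 8 and 10 (174 and 95) and most WTg UMIs in cluster 13 (141), with 39 in the neuroendocrine-like cluster 4.

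**Figure D3:**
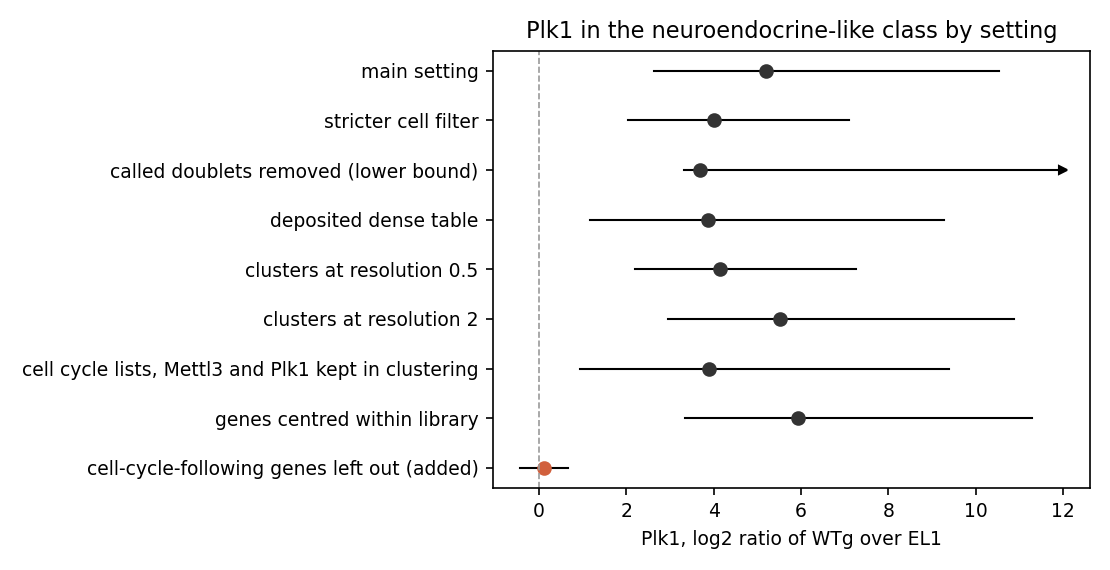
Log2 ratio of Plk1 in WTg over EL1 within the neuroendocrine-like class (horizontal axis) under each setting (vertical axis), with 95% counting intervals as lines and an arrow where the upper end is unbounded. The ratio was 5.20 in the main setting and 0.11 with cell-cycle-following genes left out of clustering.

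The study also compared cell cycle genes between the groups. Over all cells, the 54 genes of the G2/M list had a median log2 ratio of 0.05 (counting interval -0.03 to 0.07), with 29 genes higher and 25 lower in WTg. The median of all genes was -0.16, and the list's median lay above all of the 10000 random lists (percentile 100), as a description of these libraries only. TMM scaling moved the list's median most, to 0.17, and moved all genes by 0.11. Relative to all genes the list stood at 0.22 in both scalings. The 43 genes of the S list had a median of -0.09 (-0.15 to -0.06), at percentile 89.5, or 0.07 relative to all genes. The G2/M list had a median of 1.52 (1.34 to 1.60) within the neuroendocrine-like class, with 51 of 54 genes higher in WTg, at percentile 100. The S list had a median of 0.26 (0.23 to 0.37), also at percentile 100. With genes that follow the cell cycle lists left out of clustering, the G2/M median in the class was 0.30. Without the cells with over 10000 genes it was 0.81 in the class and -0.03 over all cells.

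After thinning to 2000 UMIs, 18.7% of EL1 cells (16.4 to 21.2) and 20.6% of WTg cells (17.9 to 23.5) were in G2/M phase, and 21.3% (18.9 to 23.9) and 19.9% (17.2 to 22.7) in S phase. Each pair of intervals overlapped. Without thinning, the shares in G2/M were 16.3% and 16.7%, and those in S 27.1% and 28.1%. Within the neuroendocrine-like class, 9.27% of 259 EL1 cells (6.03 to 13.5) and 16.7% of 209 WTg cells (12.0 to 22.5) were in G2/M. In all other clusters together, the shares were 21.8% of 792 and 21.9% of 627.

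The study asked whether METTL3 follows the cell cycle. It measured this in cultured cells, as protein by flow cytometry and immunocytochemistry, and as mRNA in sorted HCT-116 cells. The values here are RNA of mouse tumours. In EL1, Mettl3 had 15.4 CPM (13.8 to 17.2) in G1 cells and 15.2 CPM (12.8 to 17.8) in G2/M cells, a log2 ratio of G2/M over G1 of -0.02 (-0.32 to 0.26). In WTg, it had 70.3 CPM (66.5 to 74.2) and 57.9 CPM (52.9 to 63.3), a log2 ratio of -0.28 (-0.43 to -0.13). Thinning to 1000 UMIs moved the latter to -0.10. The WTg counts do not separate the transgene from the endogenous gene. Of the 172 G2/M cells of WTg, 54 lay in cluster 13, where Mettl3 had 45.5 CPM against 66.7 CPM over all WTg cells. Phase and cluster are therefore not separated in the WTg ratio.

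Of the other genes fixed by name, those of the m6A machinery had log2 ratios over all cells from -0.77 for Alkbh5 (147 CPM in EL1 and 86.3 CPM in WTg) to 0.12 for Fto. Alkbh5 stood at -0.62 (-0.74 to -0.50) in the neuroendocrine-like class. Aurka, Ccnb1, Wee1, Chek1, Atr, Rrm2 and Rpa2 lay between -0.35 and -0.10 over all cells, which brackets the median of all genes. In the neuroendocrine-like class, Aurka, Rrm2 and Ccnb1 were higher in WTg, by log2 ratios of 1.43, 1.11 and 0.86. Wee1, Chek1, Atr and Rpa2 lay between -0.16 and -0.04 there. The study reported its cytokine gene sets in bulk RNA of cells cultured from WTg tumours, set against mouse embryonic fibroblasts. In the tumour libraries here, the cytokines came from few cells. Il6 had 51 UMIs in 6 cells of EL1 and 195 UMIs in 9 cells of WTg, and Tnf 42 UMIs in 22 cells and 83 UMIs in 35 cells. In macrophage-like cells, Il1a had 68.5 CPM in EL1 and 120 CPM in WTg, a log2 ratio of 0.81 (0.24 to 1.40). Il1b had 127 CPM in EL1, from 6 of 27 cells, and 318 CPM in WTg, from 17 of 38 cells. Its log2 ratio was 1.33 (0.93 to 1.74). Tnf went the other way there, with 28.2 CPM in EL1 and 16.5 CPM in WTg, and its log2 ratio of -0.77 had an interval of -1.90 to 0.37.

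By size of change over all cells, 5 of the 10 genes named by the rule were among the leading genes of a cluster, so their values are not given (Flt1, Prss1, Atp4b, Cfd and Obp2a). Cdh5 (chromosome 8) had 1 UMI in EL1 and 442 UMIs in 10 cells of WTg, and Gng11 (chromosome 6) had 2 UMIs and 540 UMIs, also in 10 cells. Gm10260 (chromosome 13, 97760072 to 97760632, GRCm38) had 17 UMIs in EL1 and 7210 UMIs in 753 cells of WTg, a log2 ratio of 8.93 (8.25 to 9.71). Actn2 (chromosome 13) had 223 UMIs in EL1 and 2 UMIs in WTg. Kcnb2 (chromosome 1) had 305 UMIs in EL1 and 0 in WTg, where 0 allows up to 0.0909 CPM. In the neuroendocrine-like class, 4 of the 6 genes named by the rule led a cluster. Of the others, Gm10260 had 6 UMIs and 1983 UMIs, and Ctla2a had 208 UMIs in 6 cells of EL1 and 2 UMIs in WTg. With a minimum of 1000 UMIs over both libraries, 4 of the 10 genes over all cells were named again.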

Values the study reported

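In its single-cell data from EL1 and WTg tumours, the study distinguished 12 cell types.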

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

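All tests of explanations in this part were chosen after the result was seen.

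Mettl3 was higher in WTg also in the barcodes that the cell filter removed. The report uses these barcodes only within the alternative that takes all deposited barcodes, and gives no value for them alone. Over 508 removed barcodes of EL1 it had 30 UMIs, or 24.8 CPM (16.7 to 35.4), and over 583 of WTg it had 165 UMIs, or 88.5 CPM (75.5 to 103), a log2 ratio of 1.84 (1.27 to 2.45). Free RNA from broken cells was weighed with Prss2, an abundant acinar gene, as a gauge. In barcodes with over 20% mitochondrial UMIs, the Prss2 UMIs of WTg would bring 43.6 Mettl3 UMIs at the ratio seen in kept cells. Against this, 148 were observed (125 to 174), which argues against free RNA of that makeup as the whole cause. In such barcodes of EL1, 6.04 would be brought and 29 were observed (19.4 to 41.6). The gauge thus fell short in both libraries, and the shortfall is not specific to WTg. In the other removed barcodes of WTg, which were rich in haemoglobin, 13.8 UMIs would be brought and 17 were seen (9.90 to 27.2). Free RNA could account for the latter. Damaged tumour cells that keep their own Mettl3 transcripts stay open for the barcodes with much mitochondrial RNA, and this was not tested. Depth alone is argued against there, since CPM are taken over all UMIs of the same barcodes. Mettl3 had 27.1 CPM (18.1 to 38.9) in 393 such barcodes of EL1, with 1070971 UMIs in total. It had 88.6 CPM (74.9 to 104) in 440 of WTg, with 1670776 UMIs. A biological difference between the groups, the transgene, also stays open, as does the strain background that goes with it.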

How the results depend on the processing

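The setting that left genes following the cell cycle out of clustering was chosen after seeing the data, and all other alternatives were fixed before. Of 144 alternative values, 105 stayed within the counting interval of the main value (or, for counts of genes, within 1.5 times), 38 moved beyond it and 1 reversed. The cause was not tested unless stated.

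Mettl3 over all cells stayed between 2.12 and 2.25 and Plk1 over all cells between -0.41 and -0.07 in all 7 alternatives of each. In the neuroendocrine-like class, Mettl3 rose to 2.67 at resolution 2 and 2.59 with the listed genes kept in clustering. Plk1 in that class stayed between 3.68 and 6.35 in the 10 other settings, fixed before, that gave a value. The lower of these, with doublets removed, is a bound, since EL1 then had 0 UMIs. It fell to 0.11 with cell-cycle-following genes left out of clustering. This shows that the ratio depends on where clustering puts cycling cells: 57 of the 58 EL1 UMIs then in the class came from 32 cells of cluster 8.

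The G2/M list over all cells moved to -0.027 in the dense table, 0.17 under TMM and 0.10 with each cell weighted equally. In the dense table its sign changed, from 0.051, but this is counted as moved and not as reversed. Its main interval, -0.03 to 0.07, already held both signs. The S list over all cells reversed under TMM, from -0.092 to 0.022. TMM moved the median of all genes by 0.11, and relative to that median the S list stood at 0.07 in both scalings, so the scaling accounts for the reversal. In the neuroendocrine-like class the G2/M list moved to 0.96 (stricter cell filter), 0.81 (dense table), 1.10 (resolution 0.5), 2.00 (resolution 2), 2.07 (genes centred within library) and 0.30 (cell-cycle-following genes left out). The dense table leaves out the cells with 10000 genes or more, which accounts for its values. The S list in the class moved to 0.50 (resolution 2), 0.62 (listed genes kept in clustering), 0.47 (genes centred), 0.39 (cells weighted equally) and 0.18 (cell-cycle-following genes left out).

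At 1000 UMIs per cell the share in G2/M was 24.7% in EL1 and 25.9% in WTg, and in S 18.8% in EL1. Without thinning, G2/M was 16.3% and 16.7%, and S 27.1% and 28.1%. Mettl3 in G2/M over G1 in WTg moved to -0.10 at 1000 UMIs. The neuroendocrine-like share of EL1 moved to 16.3% (all deposited barcodes), 27.9% (resolution 0.5) and 16.5% (resolution 2). That of WTg moved to 0.538% (all deposited barcodes), 12.6% (resolution 2), 12.0% (listed genes kept in clustering) and 11.9% (genes centred). The macrophage-like share of EL1 moved to 3.59% (resolution 0.5). The median UMIs per cell rose from 17047 to 26543 and 29256 in EL1 and from 8886.5 to 34836 and 38296.5 in WTg under the main and the stricter cell filter, which remove shallow barcodes by construction. With at least 1000 UMIs per gene, 4 of the 10 genes named by size were shared.

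Under all deposited barcodes, the neuroendocrine-like class had 8 WTg cells, too few for a value of Mettl3, Plk1 or either list. No paired analysis was possible because each group has 1 library and no test was made. The number of libraries limits every comparison: counting intervals leave out the spread between animals, and the 1 Plk1 UMI of the neuroendocrine-like EL1 cells sets the width of that ratio.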

Other observations

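The tests on Plk1, on the mixing of libraries, on macrophage-like Mettl3, on the Y chromosome and on chromosome 15 were chosen after the result was seen, and the limits used to read them were set at the same time. Those on Gm10260 were written before its values in macrophage-like cells were seen.

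In the neuroendocrine-like class, Plk1 and the G2/M list were higher in WTg. Over all cells, no difference in Plk1 was detectable, and in all other clusters together Plk1 was lower in WTg, by a log2 ratio of -0.37 (-0.65 to -0.10). The G2/M list over all cells lay 0.22 above the median of all genes, at percentile 100 of random lists. A few very deep cells, as doublets would be, were tested by leaving out cells with over 10000 genes. The log2 ratio of Plk1 in the class was then 3.86 (1.16 to 9.26), which argues against these cells as the whole cause for Plk1, although the 3 such WTg cells held 24 of 39 UMIs. The median of the G2/M list fell from 1.52 to 0.81 in the class without them, and from 0.05 to -0.03 over all cells. A candidate explanation for the rest is that cycling EL1 cells of this type were placed in clusters of their own. Leaving cell-cycle-following genes out of clustering brought the ratio of Plk1 in the class to 0.11 (-0.43 to 0.65) and the median of the G2/M list to 0.30 (0.23 to 0.37). With the very deep cells left out as well, Plk1 stood at -0.57 (-1.20 to 0.05) and the list at 0.07 (-0.03 to 0.12), still at percentile 99.9 of random lists, whose median was -0.11. An effect of Mettl3 on Plk1 in a subset of cells stays open, and 1 library per group cannot settle it.

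Clusters outside the blood and stromal cells mostly held cells of 1 library. A shift shared by all cells of a library would also part the macrophage-like cells. This was compared among cells with at least 10000 UMIs, each thinned to that number. Among 16 macrophage-like cells of EL1 and 29 of WTg, 37.1% of nearest neighbours came from the other library, where 46.9% would by chance. In 100 draws of as many tumour-side cells, those outside the blood-cell classes and cluster 14, the median was 25.9% and the highest draw was 33.8%. For neuroendocrine-like cells these values were 23.4% and 31.3%. The macrophage-like value lay above every draw, but by less than the standard deviation between draws of tumour-side cells, 3.76. Whether a shift shared by all cells or differences between individual tumours part the clusters cannot be told apart with so few macrophage-like cells, and neither can the transgene and the strain.

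Macrophage-like cells of WTg had 16 Mettl3 UMIs (9.15 to 26.0), where their Prss2 UMIs would bring 0.428 as free RNA at the ratio in kept cells. Free RNA of that makeup is therefore unlikely to be the source of most of these UMIs. Since EL1 macrophage-like cells also had 4 UMIs, endogenous expression stays open beside the transgene.

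Gm10260 was higher in WTg by a log2 ratio of 8.93. Macrophage-like cells had 0 UMIs in EL1 and 215 in WTg, or 222 CPM (193 to 254), a log2 ratio of at least 5.20. Tumour-side cells had 215 CPM in WTg. Free RNA would bring 1.40 UMIs to the macrophage-like cells, far below the 215 seen. The pattern is consistent with a difference between mouse strains that every cell carries, which remains a hypothesis because strain and transgene come together here. Reads shared with a gene copy were not tested.

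Y chromosome genes were uneven within EL1. Of 900 tumour-side cells of EL1 with at least 10000 UMIs, 81.7% (79.0 to 84.1) had no UMI of Ddx3y, Eif2s3y, Kdm5d or Uty, against 37.3% (33.7 to 41.2) of 664 in WTg. Among macrophage-like cells of that depth, this was so for 1 of 16 in EL1 and 1 of 29 in WTg. Depth would leave 2.69% of the EL1 tumour-side cells without a Y UMI at the rate of the macrophage-like cells. The 735 cells without one had 4 Xist UMIs in total, which argues against cells of a female animal with an inactive X. Cells with a Y UMI had a like level in both libraries, 201 CPM in each. Of EL1 tumour-side cells without Ddx3y, 3.67% had a UMI of another Y gene, against 88.3% of those with Ddx3y. The 3.67% follows from the 735 cells without any Y UMI and the 137 cells with Ddx3y. It is therefore no separate test of whether the genes went missing together. Loss of the Y chromosome in single tumour cells may be the source, more often in EL1, and this is a hypothesis found and tested on the same data. Silencing of the whole chromosome was not tested.

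Cluster 10, of 76 EL1 cells, had low levels along chromosome 15. Over 355 genes, the median log2 difference from the other tumour-side EL1 cells was -0.79, relative to all autosomal genes. The other 170 pairs of cluster and chromosome lay between -0.31 and 0.26, the highest being chromosome 16 of cluster 10. Chromosome 5 was uneven in several clusters. There, cluster 3 stood at -0.30 with 82.7% of 655 genes below the autosomal median, and cluster 10 at -0.31 with 68.6% below. Cluster 5 stood at 0.25, the WTg cells of cluster 7 at 0.24 and cluster 1 at 0.23. Each value is set against other cells of the same library, so a low level in some makes others look high, and chromosome 5 was not tested further. On chromosome 15 of cluster 10, 86.2% of genes lay below the autosomal median, which argues against a few genes of the cluster's own programme. The lower-numbered side of the chromosome stood at -0.81 and the other side at -0.79. Fewer copies of chromosome 15 in a clone of cells may be the source. No DNA was measured, so this stays a hypothesis.

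The study distinguished 12 cell types and the clustering here gave 18 clusters, of which 9 were named. The difference may come from rebuilt clusters, whose number at other resolutions was 11 and 22, while Plk1 in the neuroendocrine-like class stood at 4.15 and 5.52 there.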
